A study of Danio rerio with 14 samples. Its data were reported in "Omics-based Investigation of Diet-induced Obesity Synergized with HBx, Src, and p53 Mutation Accelerating Hepatocarcinogenesis in Zebrafish Model" (2019).

How the data were processed

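Liver RNA was measured on 14 ZebGene 1.1 ST arrays, a whole-transcriptome Affymetrix design for zebrafish run on the GeneTitan system. Fish of 4 genotypes were fed in 3 ways for 8 weeks from an age of 3 months. WT fish were of the AB strain. The transgenic lines carried HBx (a regulatory protein of hepatitis B virus), Src (a tyrosine kinase) or both under the liver promoter fabp10a, in p53 mutant fish. They are written HBx(p53-) and Src(p53-), and HBx,Src(p53-) where a line carried both. Normal diet fish (NOR) were given 0.5 mL of Artemia 1 time a day. Overfed fish (DIO) were given 2 mL of Artemia 3 times a day, which is 12 times the normal amount. High fat fish (FAT) were given the normal amount of Artemia and, 3 times a day, 0.22 g of a high fat food. The study gives as many fish as arrays, so an array was taken to hold RNA of 1 fish, and p-values measure the spread between single fish together with the technical spread.

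The deposited values are log2 expression levels per probe set. Per the labels and the methods of the study, the authors made them with the robust multi-array average (RMA) in the oligo package: background correction, quantile normalization of probes over all arrays and a median polish per probe set. The versions of these tools were not given in the sources used here, nor were scan dates or plate positions, so no batch was tested. RMA gives all arrays nearly the same distribution, so a change in total RNA per cell is not visible, and it shrinks the differences of dim probe sets. Probes of close paralogs can bind the same RNA, so values of members of gene families are less certain than those of single-copy genes.

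The table held 75212 probe sets. A platform annotation named 30358 of them with 1 gene symbol, 830 of which listed it repeatedly. Another 1015 listed several symbols and were not named, and 43839 had no symbol in the annotation. For 19550 genes the symbol was checked through Entrez identifiers against the RefSeq annotation of assembly GRCz12tu, which changed 1 symbol, and for 1574 the annotation's own symbol was kept unmatched. The build behind the probe sets was not given, so no coordinates are reported. The 21124 genes that remained were tested. For the 6365 genes with several probe sets, the probe set with the highest mean over the 14 arrays stood for the gene, with the mean of all its probe sets as an alternative. No filter on low values was applied. HBx is not analysed here, and gck had no probe set named with that symbol alone and is not analysed here.

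The arrays fell into 11 groups. WT_NOR, HBx,Src(p53-)_NOR and HBx,Src(p53-)_DIO held 2 arrays each, numbered as in WT normal 1, and the other 8 groups held 1. HBx,Src(p53-) had no high fat array. A lone array was assumed to vary like the arrays of other groups, since all 14 arrays entered each model and shared 1 estimate of the spread.

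Comparisons within a genotype and between genotypes under normal diet came from a limma model with 8 cell means, genotype by normal diet or obesity diet, where overfed and high fat arrays formed the obesity diet as the study pooled them (6 residual degrees of freedom). The difference between the diet changes of the Src-carrying lines and of the other lines was a contrast in that model. Comparisons between the feeding methods came from an additive limma model of genotype and diet (8 residual degrees of freedom). The residual spread of the model with 8 cell means also held differences between overfed and high fat arrays of a genotype. That of the additive model also held diet changes that differed between genotypes. HBx,Src(p53-) had no high fat array and entered the high fat comparisons of the additive model through its normal and overfed arrays. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all 21124 genes, with empirical Bayes moderation (lmFit, contrasts.fit and eBayes). Errors given with ± are standard errors of the log2 change from limma unless SD is stated.

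A set of 21 gene lists and 10 lists of cell type markers was fixed with the design, the rule for named genes and most alternatives before the data were examined. They held 711 members, of which 665 were measured. The lists were cholesterol synthesis, fatty acid and triglyceride synthesis, fatty acid oxidation, glycolysis, gluconeogenesis and fasting response, ribosome biogenesis, protein processing in the endoplasmic reticulum (ER), the integrated stress response with amino acid synthesis, proteasome, cell cycle, p53 targets, inflammation and Toll-like receptor signalling, acute phase proteins, pyrimidine metabolism, oxidative stress response, circadian clock, Src and growth signalling, vitellogenin and oestrogen response, and 3 lists of genes the study had chosen. Markers stood for hepatocytes, exocrine pancreas, intestine, red blood cells, leukocytes, bile duct, stellate and stromal cells, endothelium, adipose tissue and germ cells. The 29 lists with at least 5 measured members were tested with camera in limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Camera with a correlation estimated from the arrays and the rotation test fry were run beside it. In no comparison did any list pass adjusted p under 0.05 with an estimated correlation or with fry. A list called at the preset correlation therefore stood apart from other genes only if its members were taken as nearly independent. Members were also counted by limma over all genes and adjusted over the list alone. An error in a synonym that had matched tpx2 to another gene was corrected after list results had been seen.

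The genes named are, in each comparison, the 8 largest rises and 8 largest falls among genes called with a fold of at least 2, leaving out names that only identify a clone, locus or reading frame. Where fewer than 4 passed in a direction, the 4 with the largest moderated t are given as values. Added to these are src, the genes the study followed by qPCR or picked from these arrays, up to 4 members with the largest moderated t from each called list, and vitellogenins.

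Alternatives tried were a second quantile normalization, only the 10562 genes above the median level, the mean of probe sets, 11 cell means by genotype and diet, trend and robust empirical Bayes, the mean of the 6 vitellogenins as a covariate, the sample number as a block, the study's thresholds (a fold of at least 2, alone or with an unadjusted p under 0.05), and leaving out each array in turn. The mean of germ cell markers or of exocrine pancreas markers as a covariate, the difference between diet changes with overfed arrays alone (in the model of 11 cell means, 3 residual degrees of freedom), contrasts of genotypes over all diets and an exact permutation of a list mean were chosen after seeing the data.

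Gene and list tests were run on simulated genes drawn independently with the residual spread of these arrays, 200 of 21124 changed. False calls in correlated genes were not tested. For the diet change in HBx,Src(p53-), the share called was 4% at a log2 change of 1, 50% at 2, 86% at 3 and 92% at 5, and 7.94% of calls were false. For overfed against normal diet it was 60%, 84%, 96% and 100%, with 4.49% false. At the preset and an estimated correlation, a cholesterol list shifted by -1 had camera adjusted p = 1.08e-06 and 0.115 for the HBx,Src(p53-) diet change. For overfed against normal diet it had 2.77e-12 and 0.0033. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.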

Results

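Liver expression was measured on 14 arrays, 1 or 2 for each combination of genotype and feeding method. By diet, 6 arrays came from normal diet (NOR) fish, 5 from overfed (DIO) fish and 3 from high fat (FAT) fish. The deposited log2 values ran from 0.12 to 14.46. Array medians lay between 2.1 and 2.23, and the correlation across the tested genes between any pair of arrays was 0.924 to 0.968. Between the 2 WT normal diet arrays 3440 genes lay over 2-fold apart, against 2999 between the 2 HBx,Src(p53-) normal diet arrays and 1575 between the 2 HBx,Src(p53-) overfed arrays.

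The transgene was followed through src, which encodes the tyrosine kinase driven in the Src lines. Its log2 level was 5.32 ± 0.60 (SD, n = 3) in Src(p53-) and 4.77 ± 0.36 (SD, n = 4) in HBx,Src(p53-), against 3.50 ± 0.79 (SD, n = 4) in WT and 3.94 ± 0.57 (SD, n = 3) in HBx(p53-). The lowest array of a Src-carrying line, at 4.23, was below the highest of the other lines, at 4.59. Under normal diet src was +1.45 ± 0.70 in Src(p53-) and +1.48 ± 0.57 in HBx,Src(p53-) relative to WT, and neither passed limma's adjusted threshold (adjusted p = 0.882 and 0.52). Where the probes lie relative to the transgene was not given, so src is a partial check of the labels.

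Hepatocyte markers such as fabp10a, the liver fatty acid binding protein, had nearly level means, 10.78 to 11.45 over all arrays. The mean of 17 exocrine pancreas markers, digestive enzymes among them, was 4.05 to 5.11 in WT, 4.35 to 5.71 in Src(p53-), 5.70 to 6.86 in HBx,Src(p53-) and 5.92 to 7.86 in HBx(p53-). The mean of 14 germ cell markers was 1.90 to 2.43 in the other lines and 2.13 to 3.24 in HBx,Src(p53-). Leukocyte markers averaged 3.02 to 3.58 in WT and 3.78 to 4.19 in HBx,Src(p53-). The vitellogenins, yolk proteins made by the liver under oestrogen, were near the top of the scale on every array, with vtg2 between 13.90 and 14.07.

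**Figure D1:**
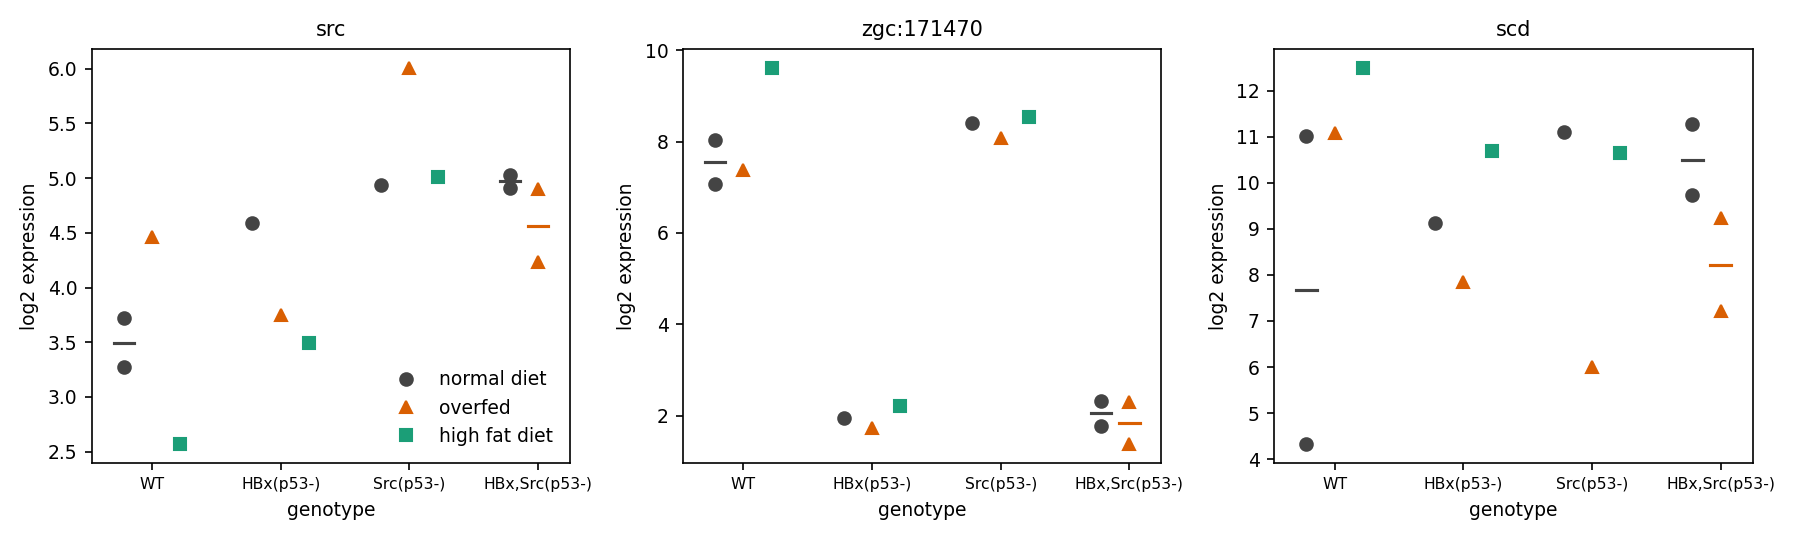
Log2 expression of src, zgc:171470 and scd on each of the 14 arrays, by genotype on the x axis and by diet (marker shape and colour); each marker is 1 array and horizontal bars are means of 2 arrays. The level of zgc:171470 was 1.38 to 2.32 on every array of the HBx-carrying lines and 7.07 to 9.62 elsewhere, and scd was 4.33 and 11.01 on the 2 WT normal diet arrays.

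The first question was what an obesity diet, with overfeeding and high fat food pooled, did to the liver of WT fish. The gene for ferroportin, the cell's iron exporter (slc40a1), was 15.7-fold higher on the obesity diet arrays (+3.97 ± 0.41), and mlxipl, a carbohydrate-sensing activator of lipogenesis, was +1.86 ± 0.83. Cholesterol synthesis genes were mostly higher, 19 of 23, with a median of +0.59, and so were proteasome subunits, 30 of 35, with a median of +0.28. Ribosome biogenesis genes were lower in 54 of 58 members (median -0.43) and cell cycle genes in 28 of 37 (median -0.26).

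No gene was called in WT by limma, with 916 genes at an unadjusted p under 0.05 where 1056 would be reached by chance. The lowest adjusted p was that of slc40a1, 0.0738. The other genes with the largest moderated t were nfkbie (an inhibitor of NF-kB, +3.47 ± 0.61), ppardb (a lipid-sensing nuclear receptor, +1.58 ± 0.28) and brms1la (+1.30 ± 0.24) on the higher side, and mboat4 (-1.28 ± 0.23), myha (a muscle myosin, -1.67 ± 0.30), sh3kbp1 (-1.68 ± 0.32) and guca1c (-1.17 ± 0.26) on the lower side. The count of 0 became 14 without the WT overfed array, 5 without the WT high fat array and 1 without WT normal 2 or without either HBx,Src(p53-) normal sample. Of the study's genes, scd, which desaturates fatty acids, was +4.13 ± 2.13 and fasn, the fatty acid synthase, +1.09 ± 1.37.

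Camera at the preset correlation called 4 lists in WT: ribosome biogenesis (adjusted p = 1.07e-05), cholesterol synthesis and cell cycle (both 0.0219) and proteasome (0.0413). Each had adjusted p = 0.676 with an estimated correlation. No member of these lists was called by limma over all genes or adjusted over the list alone, and 0 cholesterol synthesis, 1 ribosome biogenesis, 0 proteasome and 2 cell cycle members had an unadjusted p under 0.05. Squalene synthase (fdft1) was +1.77 ± 0.86, lanosterol synthase (lss) +1.53 ± 0.81, the nucleolar GTPase gnl2 -1.46 ± 0.49, the proteasome ATPase psmc6 +1.12 ± 0.63 and the topoisomerase top2a -0.79 ± 0.32. Germ cell markers had a median of -0.25 in the same comparison. Without the WT high fat array the cholesterol list turned down (adjusted p = 0.363), the ribosome list turned up (0.856) and the calls of the proteasome (0.958) and cell cycle lists (0.328) were lost. Without WT normal 1 the cholesterol call was lost (0.797) and the proteasome list turned down (0.0915), without WT normal 2 the ribosome (0.164) and cell cycle calls (0.14) were lost, and the proteasome call also ended at 0.0512 without either HBx(p53-) obesity diet array and 0.0557 without either Src(p53-) one. The cholesterol call also ended with the vitellogenin (0.193) or pancreas (0.0632) covariate, the proteasome call with 11 cell means (0.076) or the germ cell covariate (0.252), and the cell cycle call with the germ cell covariate (0.225), the germ cell and pancreas covariates having been added after seeing the data.

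In HBx(p53-) fish the obesity diet arrays were marked by lower ribosome biogenesis genes, 55 of 58 members, with a median of -0.56. The rRNA processing factors noc2l (-0.90 ± 0.47), utp4 (-1.48 ± 0.80) and rrp12 (-1.19 ± 0.67) were among them, while polr1d, a subunit shared by RNA polymerases I and III, was +1.34 ± 0.38. No gene was called by limma (1 without WT overfed, WT high fat or either HBx,Src(p53-) overfed sample), and 791 genes had an unadjusted p under 0.05. The genes with the largest moderated t were sobpb (+2.57 ± 0.37), TMEM43 (+2.60 ± 0.51), tmed5 (+2.56 ± 0.51) and ftr46 (+2.00 ± 0.41) among the higher and chchd3b (-3.76 ± 0.48), the cytochrome P450 cyp2aa1 (-2.39 ± 0.31), dscama (-4.01 ± 0.56) and ora1 (-1.80 ± 0.26) among the lower, the lowest adjusted p over all genes being 0.237. The study's lipogenic genes lay between -0.81 for lpin1a (SE 1.38) and +1.3 for fasn (SE 1.68). The ribosome list was the 1 list called by camera (adjusted p = 0.000597, and adjusted p = 0.883 with an estimated correlation), with 0 members called over all genes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. Without the HBx(p53-) high fat array the call was lost (adjusted p = 0.841).

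In Src(p53-) fish the obesity diet went with lower sterol, chaperone and proteasome genes and with higher fasting genes. Cholesterol synthesis genes were lower in 21 of 23 members (median -1.77), among them the squalene epoxidase sqlea (-3.73 ± 1.54), hsd17b7 (-3.05 ± 0.90), lss (-2.57 ± 0.99) and idi1 (-1.77 ± 0.52). Proteasome subunits were lower in 33 of 35 (median -1.09, with psmb4 -1.38 ± 0.49, psmc4 -1.46 ± 0.54) and genes of protein processing in the ER in 39 of 41 (median -0.79), such as the disulfide oxidase ero1a (-2.49 ± 0.66) and calnexin (canx, -1.92 ± 0.62). Genes of gluconeogenesis and the fasting response were higher in 19 of 23 (median +1.31), with the transcription factors foxo1a (+4.69 ± 1.22) and foxo3b (+1.70 ± 0.53), the coactivator ppargc1a (+3.00 ± 1.15) and the pyruvate dehydrogenase kinase pdk4 (+1.82 ± 0.79). Fatty acid oxidation genes were higher in 21 of 26 (median +0.53; crata +1.78 ± 0.60, hadhaa +1.02 ± 0.38).

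No gene passed limma's threshold in Src(p53-), where 1069 genes had an unadjusted p under 0.05 and the lowest adjusted p was 0.0502. The largest moderated t were those of mapre3a (+2.21 ± 0.33), slx1b (+2.35 ± 0.40), mylpfb (+1.58 ± 0.28) and trim13 (+1.78 ± 0.34) on the higher side and of taar12b (-2.28 ± 0.29), gcna (a germ cell nuclear protein, -2.63 ± 0.38), ftr41 (-1.63 ± 0.28) and slc7a1b (-1.97 ± 0.35) on the lower side. Among the study's genes acat2 was -2.83 ± 1.29 and scd -2.77 ± 2.60, and lpin1a, a phosphatidate phosphatase taken for the study's pap, was +3.03 ± 1.38.

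Camera called 8 lists in Src(p53-). With an estimated correlation their adjusted p was 0.597 to 0.955. Adjusted p was 1.05e-13 for the proteasome, 4.71e-09 for cholesterol synthesis, 5.99e-09 for ER processing and 8.09e-06 for the fasting response. It was 0.00164 for fatty acid oxidation and 0.00308 for ribosome biogenesis, whose members were higher in 46 of 58 (median +0.60, with noc3l +1.72 ± 0.68, gnl3l +1.89 ± 0.88). Exocrine pancreas markers were higher in 16 of 17 (median +1.26, adjusted p = 4.85e-06), with the lipase cel.1 at +1.66 ± 0.67 and the carboxypeptidase cpa5 at +2.08 ± 0.87, and bile duct markers in 10 of 13 (median +0.48, adjusted p = 0.00343), with the keratins krt8 at +0.94 ± 0.30 and krt18b at +1.42 ± 0.56. No member of the 8 lists was called over all genes or adjusted over the list alone. Without the Src(p53-) overfed array the calls of fatty acid oxidation (adjusted p = 0.393), ribosome biogenesis (0.338) and bile duct (0.107) were lost, and with the pancreas covariate so were fatty acid oxidation (0.0942), bile duct (0.0857) and the pancreas list itself (0.937).

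In HBx,Src(p53-) the obesity diet was overfeeding alone, with 2 arrays on each side. All 23 cholesterol synthesis genes were lower in overfed fish, with a median of -3.80. The synthase hmgcs1, at the head of the mevalonate pathway, went from 11.67 ± 1.29 (SD, n = 2) to 5.87 ± 0.01 (SD, n = 2), a log2 change of -5.80 ± 0.88, and mvda (-5.18 ± 0.83), lss (-4.77 ± 0.81) and hsd17b7 (-4.41 ± 0.73) lay close to it. Fatty acid and triglyceride synthesis genes were lower in 21 of 24 (median -0.60), led by the elongases elovl2 (-3.00 ± 0.50) and elovl5 (-2.12 ± 0.54), the desaturase fads2 (-1.33 ± 0.35) and thrsp (-3.02 ± 0.98). ER processing genes were lower in 34 of 41 (median -1.02), including the chaperone hspa5 (BiP, -3.01 ± 0.66), pdia6 (-2.14 ± 0.44), rpn1 (-1.83 ± 0.38) and the stress sensor atf6 (-1.44 ± 0.30), whereas ribosome biogenesis genes were higher in 53 of 58 (median +0.97; emg1 +2.31 ± 0.50, ebna1bp2 +1.97 ± 0.54, rcl1 +1.51 ± 0.41).

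Limma called 3 genes in this comparison. The RNase P and MRP subunit pop5 rose from 2.67 ± 0.03 to 5.32 ± 0.35 (SD, n = 2 each; +2.65 ± 0.24, adjusted p = 0.0277), arhgap20b rose from 3.01 ± 0.11 to 5.58 ± 0.50 (SD, n = 2 each; +2.57 ± 0.28, adjusted p = 0.0454), and the kinase mknk1, which phosphorylates eIF4E, fell from 6.10 ± 0.38 to 3.45 ± 0.10 (SD, n = 2 each; -2.65 ± 0.29, adjusted p = 0.0454). An unadjusted p under 0.05 was reached by 2255 genes. Other genes with a large moderated t were gas2l3 (+2.07 ± 0.27) and brca2 (+1.84 ± 0.26), and dip2ba (-2.64 ± 0.34), sult1st6 (a sulfotransferase, -1.59 ± 0.22) and arl8bb (-1.64 ± 0.23). Of the study's genes pparg, the adipogenic nuclear receptor, was -0.98 ± 0.35, mlxipl -1.60 ± 0.83, cdk1 -1.08 ± 0.54 and lpin1a +2.78 ± 1.12, none of them called. The count of 3 became 24 without HBx,Src(p53-) normal 1, 10 without the WT overfed or high fat array, 1 without HBx,Src(p53-) overfed 1, and 0 without WT normal 1 or 2, the overfed or high fat array of HBx(p53-) or Src(p53-), HBx,Src(p53-) normal 2 or HBx,Src(p53-) overfed 2.

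Of the 6 lists camera called in HBx,Src(p53-), cholesterol synthesis had the lowest adjusted p, 3.17e-21. No member passed over all genes and 19 fell adjusted over the list alone. The 6 had adjusted p = 0.651 to 0.726 with an estimated correlation. Ribosome biogenesis had adjusted p = 2.03e-14, 1 call over all genes (pop5) and 2 adjusted over the list alone. ER processing had adjusted p = 3.07e-06, 0 calls over all genes and 8 adjusted over the list alone, 1 of them higher, and fatty acid synthesis had 0.000416, 0 over all genes and 3 adjusted over the list alone. Proteasome subunits were lower in 29 of 35 (median -0.53, with psmb2 -1.24 ± 0.35, psmd2 -1.87 ± 0.57) and pancreas markers higher in 16 of 17 (median +0.66; prss59.2 +1.53 ± 0.65), both with adjusted p = 0.000617 and 0 members called either way. The proteasome list turned up without HBx,Src(p53-) normal 2 (adjusted p = 0.872) and its call ended without overfed 2 (0.0514), and the pancreas call ended without overfed 1 (0.142). The proteasome call also ended with the vitellogenin covariate (0.082) and the pancreas call with its own covariate (0.486). The hepatocyte markers had a median of -0.01 and the germ cell markers of +0.06.

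**Figure D2:**
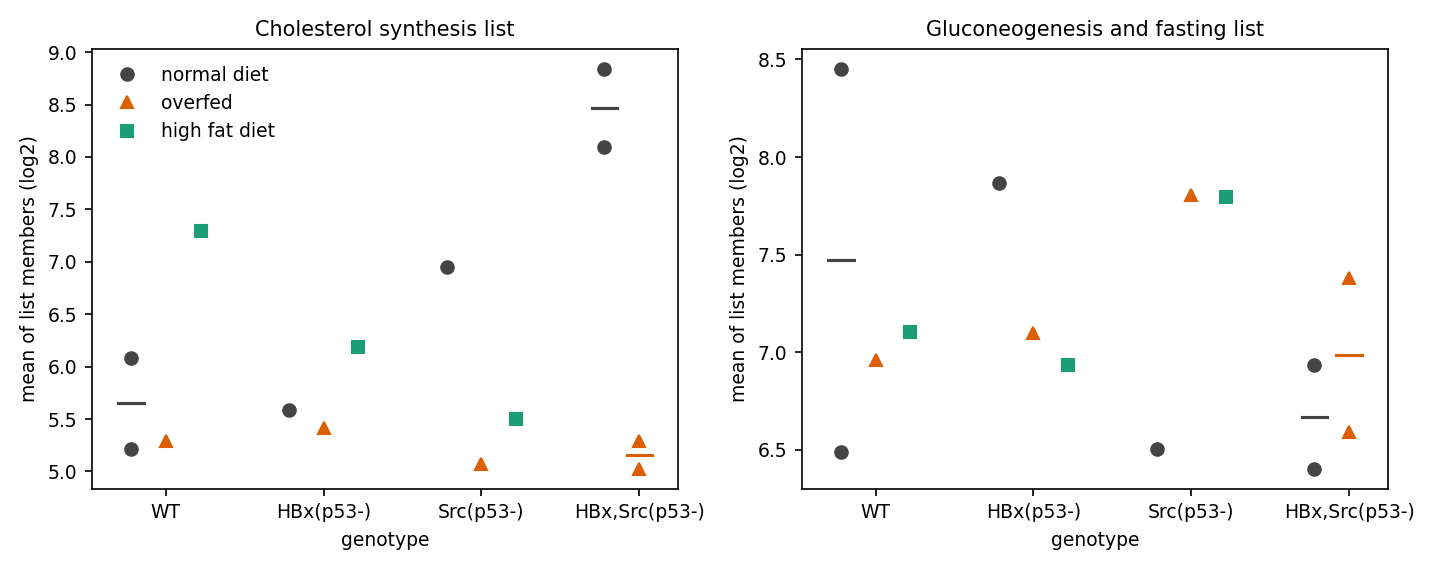
Mean log2 level of the 23 measured cholesterol synthesis genes (left) and of the 23 measured genes of gluconeogenesis and the fasting response (right) on each array, by genotype on the x axis and diet (marker shape and colour); horizontal bars are means of 2 arrays. The cholesterol means of HBx,Src(p53-) ran from 5.03 to 8.84, with both normal diet arrays above both overfed arrays, and the fasting means of WT from 6.49 to 8.45, both ends being normal diet arrays.

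Whether the Src-carrying lines responded to the diet differently from WT and HBx(p53-) was tested as a difference between diet changes. HBx,Src(p53-) had no high fat array, so the contrast set changes due mostly to overfeeding against changes due to both feeding methods. The cholesterol synthesis genes set the lines apart most, with all 23 members lower in Src-carrying lines by this contrast (median -3.14), for example sqlea (-6.65 ± 1.40), hsd17b7 (-4.59 ± 0.82), fdft1 (-4.45 ± 0.96) and lss (-4.23 ± 0.90). Ribosome biogenesis genes were higher in 55 of 58 (median +1.33, with utp3 +3.30 ± 0.90, emg1 +1.86 ± 0.56, pop5 +1.45 ± 0.27) and fasting genes in 20 of 23 (median +0.86), with ppargc1a at +4.04 ± 1.05, foxo1a at +3.96 ± 1.11 and g6pc1a.1, the glucose-6-phosphatase of the last step of gluconeogenesis, at +2.07 ± 0.51. ER processing genes were lower in 36 of 41 (median -1.01; canx -2.92 ± 0.56, dnajc3a -1.67 ± 0.44) and proteasome subunits in 33 of 35 (median -0.93, with psmd3 -1.89 ± 0.59, psmd1 -1.62 ± 0.54). Of the p53 targets 16 of 22 were higher (median +0.61), with the p53 ubiquitin ligase mdm2 at +1.46 ± 0.41 and the apoptosis genes baxa at +1.56 ± 0.54 and pmaip1 at +0.75 ± 0.28, although these lines share the p53 mutation with HBx(p53-).

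No gene passed limma for this difference, and 1634 genes had an unadjusted p under 0.05. The count of 0 was 2 without WT normal 2, WT overfed or HBx,Src(p53-) normal 1, and 1 without HBx,Src(p53-) overfed 1. The largest moderated t were those of ctnnd2b (+2.22 ± 0.31), the muscle atrophy ubiquitin ligase fbxo32 (+3.58 ± 0.54), dus4l (+2.34 ± 0.38) and lcmt2 (+2.56 ± 0.44), and of gcna (-2.72 ± 0.34), mknk1 (-2.48 ± 0.33), znf668 (-2.78 ± 0.40) and arl8bb (-1.62 ± 0.26). Of the study's genes scd was -4.66 ± 2.38, lpin1a +3.89 ± 1.26, acat2 -3.14 ± 1.18 and fasn -2.67 ± 1.53.

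Camera called 9 lists for the difference. With an estimated correlation their adjusted p was 0.398 to 0.743. Adjusted p was 3.94e-19 for cholesterol synthesis and 0.00928 for p53 targets, and 1.45e-18 for ribosome biogenesis, 9.57e-11 for the proteasome, 4.26e-08 for ER processing, 1.42e-05 for the fasting response and 0.0471 for pyrimidine metabolism. Fatty acid synthesis genes were lower in 18 of 24 (median -0.75, adjusted p = 0.0175; elovl5 -2.18 ± 0.61) and pancreas markers higher in 16 of 17 (median +0.73, adjusted p = 0.00488). Pyrimidine genes were higher in 18 of 24 (median +0.23; nme2a +1.06 ± 0.27, ctps1a +2.74 ± 1.23). No member of a called list passed over all genes. Adjusted over the list alone, 18 cholesterol synthesis genes were lower, 3 fasting genes and 1 ribosome gene higher, and 2 ER processing genes lower, with 0 in the other 5 lists. Fatty acid synthesis lost its call without the WT high fat (adjusted p = 0.0801), Src(p53-) overfed (0.102) or HBx,Src(p53-) overfed 2 array (0.0682), p53 targets without the WT overfed array (0.0574), pancreas without the HBx(p53-) overfed array (0.275) or HBx,Src(p53-) overfed 1 (0.0723), and pyrimidine metabolism without WT normal 2 (0.0782), the WT (0.128), HBx(p53-) (0.161) or Src(p53-) (0.121) high fat array or HBx,Src(p53-) overfed 1 (0.177). Pyrimidine metabolism also lost its call with 11 cell means (0.0921) and pancreas with its own covariate (0.896). With overfed arrays alone on both sides, a contrast added after seeing the data, 8 of the 9 lists were called in the same direction, cholesterol synthesis with a median of -2.66 (adjusted p = 1.67e-18, and 0.57 with an estimated correlation), and pyrimidine metabolism was not called (median +0.08, adjusted p = 0.6).

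Across the 21124 genes, which are not independent replicates, the diet change in Src(p53-) correlated with that in HBx,Src(p53-) at r = 0.243, and 6 of 18 relabellings of diets within those lines gave a value as far from 0. The other 5 pairs lay between -0.164 (HBx(p53-) with HBx,Src(p53-)) and 0.00023 (WT with HBx(p53-)). Pairs of diet changes share no arrays.

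The effect of the transgenic lines under normal diet was compared with WT next. In HBx(p53-), 1 array against 2, exocrine pancreas markers stood out. All 17 were higher (median +2.52), including amylase (amy2a, +3.94 ± 0.92) and the trypsin prss59.2 (+3.14 ± 0.80). ER processing genes were lower in 36 of 41 (median -0.68, hspa5 -3.49 ± 0.80). Fatty acid oxidation genes were higher in 20 of 26 (median +0.56, acox3 +1.22 ± 0.46). Oxidative stress genes were higher in 19 of 23 (median +0.56), with malic enzyme (me1) at +1.67 ± 0.47.

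No gene was called by limma in HBx(p53-) against WT, with 1277 at an unadjusted p under 0.05. The count of 0 was 3 without WT overfed or high fat and 1 without WT normal 2 or either HBx,Src(p53-) overfed sample. By moderated t the leading genes were cyp2aa1 (+2.39 ± 0.31), chchd3b (+3.71 ± 0.48), brms1la (+2.23 ± 0.29) and slc40a1 (+3.78 ± 0.50), each with adjusted p = 0.123, and, lower, TMEM43 (-3.59 ± 0.51), sobpb (-2.30 ± 0.37), tmem43 (-3.39 ± 0.59) and zfhx3 (-1.92 ± 0.37). TMEM43 and tmem43 are separate entries of the annotation with a probe set each.

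Camera called 9 lists there: exocrine pancreas (adjusted p = 1.04e-14), oxidative stress (0.00338) and circadian clock (0.0317), ER processing (1.3e-06), hepatocyte markers (0.0133), cell cycle (0.0157), vitellogenin and oestrogen response (0.0375) and acute phase proteins (0.0391), and fatty acid oxidation (0.00651). Clock genes were higher in 26 of 31 (median +0.47, with the repressor nr1d4a +1.79 ± 0.41), acute phase genes in 13 of 16 (median +0.40; haptoglobin, hp, +0.91 ± 0.52) and hepatocyte markers in 19 of 22 (median +0.32, with ahsg2 +1.16 ± 0.55), and cell cycle genes were lower in 30 of 37 (median -0.37; the ribonucleotide reductase subunit rrm1 -1.3 ± 0.39), beside germ cell markers with a median of -0.18, and oestrogen response genes in 14 of 16 (median -0.43, with the oestrogen receptor esr1 -1.67 ± 0.75). With an estimated correlation the adjusted p of the 9 was 0.585 to 0.7. No member passed over all genes. Adjusted over the list alone, 12 pancreas markers were higher and 2 ER processing genes lower, with 0 in the other 7 lists. Without WT normal 2 the calls of fatty acid oxidation (adjusted p = 0.525), acute phase (0.495), oestrogen response (0.316), cell cycle (0.0742) and hepatocyte markers (0.0738) were lost, without WT normal 1 those of the clock (0.175) and oxidative stress (0.0816), and acute phase was at 0.0513 without either HBx,Src(p53-) overfed sample. With the pancreas covariate ER processing and oxidative stress kept their calls and the other 7 lay between 0.102 (cell cycle) and 0.969 (pancreas itself). The vitellogenin covariate ended 5 calls, at 0.0581 (fatty acid oxidation) to 0.206 (acute phase), and the germ cell covariate 5, at 0.0619 (fatty acid oxidation) to 0.329 (oestrogen response).

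In Src(p53-) under normal diet, again 1 array against 2, sterol and proteasome genes were higher than in WT. Cholesterol synthesis genes were higher in 21 of 23 (median +0.88, fdft1 +2.90 ± 1.05). All 35 proteasome subunits were higher (median +0.79, psmd3 +1.99 ± 0.64). Ribosome biogenesis genes were lower in 53 of 58 (median -0.80, gnl3l -2.48 ± 0.88). Fasting genes were lower in 18 of 23 (median -0.74, foxo1a -3.06 ± 1.22). The diet change has the same lone array as reference and took these lists the other way. Leukocyte markers were higher in 15 of 22 (median +0.24), with the T cell kinase lck at +1.77 ± 0.36 and the pan-leukocyte phosphatase ptprc at +3.08 ± 0.87.

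Limma called 2 genes in Src(p53-), both higher. SPOP, named after an adaptor of a ubiquitin ligase, was 7.05 against 2.95 ± 0.30 (SD, n = 2) in WT (+4.1 ± 0.35, adjusted p = 0.0162), and taar12b, an odorant receptor of the trace amine family, was 4.25 against 1.48 ± 0.10 (SD, n = 2; +2.77 ± 0.29, adjusted p = 0.0486). An unadjusted p under 0.05 was reached by 1212 genes. Next by moderated t were plxna3 (+3.28 ± 0.47) and slc40a1 (+3.36 ± 0.50), and, lower, znfl1g (-2.92 ± 0.49), arrdc3b (-2.62 ± 0.48), odf3l2a (-3.29 ± 0.63) and ctnnd2b (-1.63 ± 0.34). The count of 2 was 5 without the WT overfed or high fat array, 1 without WT normal 2 or either HBx,Src(p53-) normal sample, and 0 without WT normal 1, the overfed or high fat array of HBx(p53-) or Src(p53-) or either HBx,Src(p53-) overfed sample. On the overfed and high fat Src(p53-) arrays taar12b was 1.97 and 1.98.

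The 6 lists camera called in Src(p53-) had adjusted p = 4.36e-08 (ribosome biogenesis and proteasome), 1.11e-05 (cholesterol synthesis), 0.00395 (fasting response), 0.0112 (bile duct) and 0.0149 (leukocyte), all with adjusted p = 0.748 with an estimated correlation. Bile duct markers were lower in 11 of 13 (median -0.48; krt4 -1.02 ± 0.38). No member passed over all genes, and adjusted over the list alone 1 leukocyte marker (lck) was higher and 0 members of the other 5 lists were called. Without WT normal 1 the fasting list turned up (adjusted p = 0.771) and the calls of cholesterol synthesis (0.0682), leukocyte (0.143), proteasome (0.147) and bile duct (0.24) were lost.

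HBx,Src(p53-) was set against WT with 2 normal diet arrays on each side. All 23 cholesterol synthesis genes were above WT (median +3.00), among them sc5d (+4.86 ± 0.96), lss (+4.67 ± 0.81), hsd17b7 (+3.84 ± 0.73) and dhcr7 (+3.02 ± 0.61). Immune and stromal markers were higher, leukocyte in 19 of 22 (median +0.80), with the myeloid factor spi1b at +2.58 ± 0.41, ptprc at +3.04 ± 0.71 and the macrophage gene mpeg1.1 at +1.65 ± 0.45, and stellate and stromal in 12 of 15 (median +0.35, with smooth muscle actin, acta2, +1.26 ± 0.38, collagen col1a1a +2.04 ± 0.78). Oxidative stress genes were higher in 19 of 23 (median +0.63; glutathione reductase, gsr, +1.47 ± 0.32, prdx1 +2.57 ± 0.77, nqo1 +2.14 ± 0.68) and cell cycle genes in 30 of 37 (median +0.46, with rrm1 +1.62 ± 0.32, tyms +1.48 ± 0.37, pcna +1.51 ± 0.45, mcm2 +1.22 ± 0.42). Germ cell markers had a median of +0.23 and exocrine pancreas markers were higher in 17 of 17 (median +1.42; ela3l +2.27 ± 0.70).

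Limma called 2 genes in HBx,Src(p53-) against WT, SPOP (6.41 ± 0.44 against 2.95 ± 0.30, SD, n = 2 each; +3.47 ± 0.29, adjusted p = 0.012) and si:dkeyp-73d8.9, a clone-named gene that falls outside the rule for named genes and is given after its values were seen. An unadjusted p under 0.05 was reached by 1792 genes, and of the 1751 at least 2-fold apart 1387 were higher. Next by moderated t were mknk1 (+2.41 ± 0.29), hsc70 (a heat shock protein, +2.96 ± 0.38) and the endolysosomal channel tpcn3 (+1.73 ± 0.25), and, lower, the fatty acid transporter slc27a1b (-2.35 ± 0.29), mboat4 (-1.58 ± 0.23), znfl1g (-2.66 ± 0.40) and b3gnt9 (-1.54 ± 0.28). The study's cell cycle genes were ccne1 +1.16 ± 0.52, cdk1 +0.96 ± 0.54 and cdk2 +0.27 ± 0.38, none of them called. The count of 2 was 41 without HBx,Src(p53-) normal 2, 8 without HBx,Src(p53-) normal 1 or the WT overfed or high fat array, 7 without WT normal 1, and 0 without any 1 of the overfed and high fat arrays of HBx(p53-) and Src(p53-).

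Camera called 9 lists in HBx,Src(p53-) against WT. With an estimated correlation their adjusted p was 0.421 to 0.72. Cholesterol synthesis had adjusted p = 1.44e-18 and oxidative stress 0.000177. Ribosome biogenesis, lower in 55 of 58 (median -0.56, with gnl2 -1.75 ± 0.49), had 1.19e-07, exocrine pancreas 1.55e-06, leukocyte 0.000106, the fasting response, lower in 19 of 23 (median -0.24; g6pc1a.1 -2.26 ± 0.45), 0.00124, cell cycle 0.00742 and stellate and stromal 0.0437. The proteasome, higher in 34 of 35 (median +0.59, with psmb3 +1.30 ± 0.45), had 0.000177. No member was called over all genes. Adjusted over the list alone, 18 cholesterol synthesis genes, 6 leukocyte markers, 1 cell cycle gene and 1 oxidative stress gene were higher, 1 fasting gene was lower, and the other 4 lists had 0. Without HBx,Src(p53-) normal 2 the ribosome list turned up (adjusted p = 0.954), the proteasome list turned down (0.993) and the fasting (0.0656) and stromal (0.0656) calls were lost. Without WT normal 1 the fasting list turned up (0.71), the proteasome list turned down (0.987) and the cell cycle call was lost (0.0633). The cell cycle call ended at 0.927 without HBx,Src(p53-) normal 1 and 0.0534 without WT normal 2, and the stromal call at 0.228 and 0.606 without the same samples. With the pancreas covariate the ribosome (0.541) and pancreas (0.617) lists turned and the cell cycle (0.11) and stromal (0.541) calls were lost. The germ cell covariate ended the cell cycle (0.488) and stromal (0.0691) calls and the vitellogenin covariate the stromal call (0.0748).

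**Figure D3:**
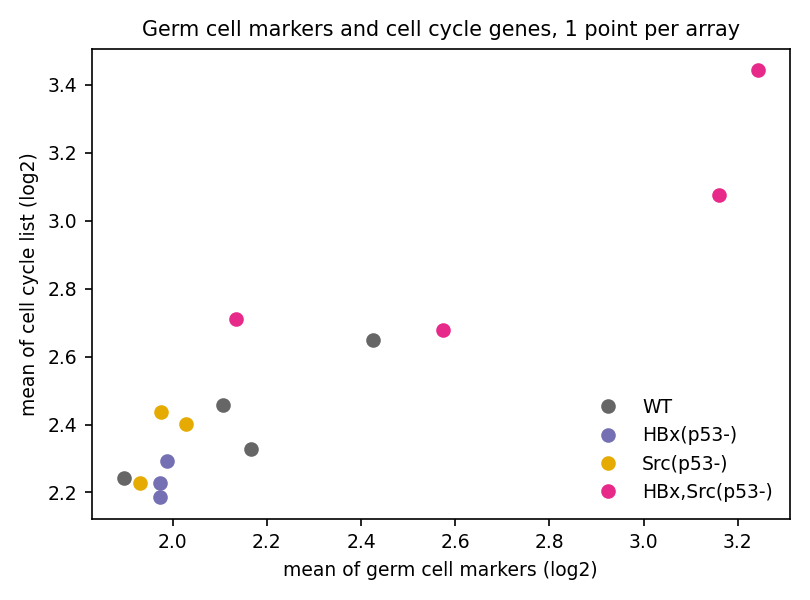
Mean log2 level of the 37 measured cell cycle genes (y axis) against that of the 14 measured germ cell markers (x axis), with 1 point per array and colours for genotypes. HBx,Src(p53-) arrays had cell cycle means of 2.68 to 3.44 and germ cell means of 2.13 to 3.24, against 2.19 to 2.65 and 1.90 to 2.43 in the other lines.

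Overfeeding was set against normal diet over all genotypes, with genotype as a term. Overfed fish had lower sterol and ER processing genes in the mean over genotypes. Cholesterol synthesis genes were lower in 22 of 23 (median -1.83; hmgcra, the rate-limiting reductase, -3.06 ± 0.77, cyp51 -2.82 ± 0.70, mvda -2.72 ± 0.74), ER processing genes in 38 of 41 (median -0.67, with syvn1 -1.01 ± 0.25, rpn1 -1.02 ± 0.27, hyou1 -1.62 ± 0.47) and fatty acid synthesis genes in 21 of 24 (median -0.45; elovl5 -1.27 ± 0.39, aclya -1.19 ± 0.46, pparg -0.53 ± 0.21). Ribosome biogenesis genes were higher in 51 of 58 (median +0.53, with pop5 +1.17 ± 0.37, nob1 +0.91 ± 0.31, ddx18 +1.12 ± 0.39). By genotype, the cholesterol synthesis mean was 6.95 under normal diet and 5.07 overfed in Src(p53-), and 8.84 and 8.1 against 5.29 and 5.03 in HBx,Src(p53-), while the WT overfed array (5.29) lay between the WT normal arrays (5.21 and 6.09) and HBx(p53-) had 5.59 and 5.42. In HBx(p53-) the ER processing mean was 7.30 under normal diet and 7.44 overfed, and the ribosome biogenesis mean 6.48 and 6.36, and the WT overfed ribosome mean (6.57) lay between those of its normal arrays (6.29 and 6.75).

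No gene passed limma, with 1309 at an unadjusted p under 0.05. The largest moderated t were those of cry5 (a photolyase, +0.79 ± 0.15), ankrd37 (+2.40 ± 0.48), rab44 (+1.04 ± 0.21) and esyt2b (+1.08 ± 0.23), and of GREB1L (-1.16 ± 0.19), lmf2a (a lipase maturation factor, -1.27 ± 0.21), rhbdd1 (-1.56 ± 0.31) and prkcaa (-1.21 ± 0.25). Of the study's qPCR genes 5 of 6 lipogenic genes were lower (median -0.52, adjusted p = 0.109 by camera), agpat4 being -0.89 ± 0.32.

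Of the 8 lists camera called for overfeeding, adjusted p was 1.8e-15 for cholesterol synthesis, 3.09e-14 for ER processing, 6.84e-11 for ribosome biogenesis, 0.000173 for the proteasome, 0.00058 for fatty acid synthesis, 0.000621 for exocrine pancreas, 0.0239 for cell cycle and 0.0465 for inflammation and Toll-like receptor signalling, and with an estimated correlation 0.642 to 0.707. Proteasome subunits were lower in 32 of 35 (median -0.37; psmb4 -0.69 ± 0.26), cell cycle genes in 30 of 37 (median -0.11, with rrm1 -0.81 ± 0.24) beside germ cell markers with a median of +0.06, pancreas markers were higher in 14 of 17 (median +0.33; cpa5 +0.95 ± 0.37) and inflammation genes in 20 of 31 (median +0.06, with the adaptor myd88 +0.66 ± 0.19, il1b +0.93 ± 0.35). In HBx(p53-) the proteasome mean was 5.89 under normal diet and 6.11 overfed and the pancreas mean 6.75 and 5.92, WT overfed lay between the WT normal arrays in the proteasome (6.1; 5.54 and 6.62), fatty acid synthesis (7.70; 7.04 and 7.91) and pancreas means (4.46; 4.81 and 4.05), and normal and overfed HBx,Src(p53-) arrays overlapped in the proteasome, cell cycle and inflammation means. Limma called 0 members over all genes, and adjusted over the list alone 17 cholesterol synthesis genes were lower and 0 members of the other 7 lists were called. The proteasome call was lost without the Src(p53-) normal array (adjusted p = 0.19) or HBx,Src(p53-) normal 2 (0.0987) and the pancreas call without the Src(p53-) overfed array (0.273). The cell cycle call was lost without WT normal 1 (0.054) or 2 (0.0868), HBx(p53-) overfed (0.0574), Src(p53-) overfed (0.133), HBx,Src(p53-) normal 1 (0.387) or overfed 2 (0.116), and the inflammation call without WT normal 1 (0.054) or 2 (0.099), WT overfed (0.313), HBx(p53-) normal (0.0513), Src(p53-) normal (0.152), overfed (0.273) or high fat (0.055), HBx,Src(p53-) normal 1 (0.113) or overfed 2 (0.116). With the pancreas covariate the proteasome (0.065), inflammation (0.132) and pancreas (0.682) calls were lost, and with 11 cell means the cell cycle call (0.0524).

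High fat food was also set against normal diet over genotypes, where camera called neither the sterol nor the fatty acid synthesis list. All 17 exocrine pancreas markers were higher (median +1.05; cpa5 +1.83 ± 0.44, cel.1 +1.38 ± 0.36, ctrb.2 +1.33 ± 0.35) and ribosome biogenesis genes were lower in 54 of 58 (median -0.43, with gnl2 -1.2 ± 0.33, nucleolin, ncl, -0.75 ± 0.27, gar1 -0.86 ± 0.33), although the ribosome mean of Src(p53-) was 5.68 under normal diet and 6.04 with high fat food. Stellate and stromal markers were higher in 9 of 15 (median +0.04), with desmin (desma) at +0.76 ± 0.19, col1a1b at +0.78 ± 0.29 and the pericyte receptor pdgfrb at +0.76 ± 0.30. Limma called 0 genes, or 1 without HBx,Src(p53-) normal 1, with 818 at an unadjusted p under 0.05. The genes with the largest moderated t were cyb5r1 (+1.17 ± 0.17), fibronectin (fn1a, +1.2 ± 0.20), ecm1b (+1.13 ± 0.19) and cpne8 (+1.01 ± 0.18), and etnppl (an ethanolamine phosphate lyase, -1.66 ± 0.23), the intestinal fatty acid binding protein fabp2 (-3.27 ± 0.54), sult3st2 (-2.13 ± 0.39) and glulc (-0.83 ± 0.20). Camera's adjusted p was 1.78e-13 for pancreas and 0.037 for stroma (both with adjusted p = 0.748 with an estimated correlation) and 1.97e-10 for ribosome biogenesis (adjusted p = 0.874 with an estimated correlation). Over all genes 0 members passed, and adjusted over the list alone 7 pancreas markers and 1 stromal marker were higher and 0 ribosome genes were called. The ribosome call ended at adjusted p = 0.0502 without the WT high fat array, and the stromal call without WT normal 2 (0.259), WT high fat (0.114), HBx(p53-) normal (0.0528), Src(p53-) normal (0.101) or high fat (0.0708) and with the vitellogenin covariate (0.106). The pancreas call ended with its own covariate (0.9).

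The feeding methods were also compared with each other. All 23 sterol genes were higher in high fat than overfed fish (median +1.45, hmgcra +3.39 ± 0.97). Cholesterol means were 7.29 and 5.29 in WT, 6.19 and 5.42 in HBx(p53-) and 5.50 and 5.07 in Src(p53-), high fat first. ER processing genes were higher in 34 of 41 (median +0.70, pdia4 +2.68 ± 0.81). Fatty acid synthesis genes were higher in 19 of 24 (median +0.56, aclya +1.61 ± 0.59). Stromal markers were higher in 14 of 15 (median +0.18, col1a1a +1.64 ± 0.47). Ribosome biogenesis genes were lower in 56 of 58 (median -0.96, ebna1bp2 -1.41 ± 0.41). The study's lipogenic qPCR genes were higher in 5 of 6 (median +0.88, with agpat4 +1.17 ± 0.40, mlxipl +1.43 ± 0.70); the study chose them for lipogenesis and followed them in these fish, so the list is not independent evidence of its direction.

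No gene was called by limma between the feeding methods, or 1 without HBx,Src(p53-) normal 1, with 1407 at an unadjusted p under 0.05. The lowest adjusted p was that of etnppl (-2.01 ± 0.24, adjusted p = 0.0626), followed by lmf2a (+2.00 ± 0.27) and the poly(A) binding protein pabpc1b (+2.3 ± 0.32), and fn1a (+1.29 ± 0.21), cyb5r1 (+1.07 ± 0.18), sst6.1 (a somatostatin, -0.91 ± 0.16), zcchc4 (-1.35 ± 0.25) and cmss1 (-1.67 ± 0.35) were next by moderated t. Camera called 7 lists, with adjusted p = 2.62e-26 for ribosome biogenesis, 5.27e-11 for cholesterol synthesis, 2.36e-09 for ER processing, 0.00081 for fatty acid synthesis, 0.00557 for stroma and 0.0223 for the study's lipogenic genes, and 0.000155 for pancreas markers, which were higher in 17 of 17 (median +0.71; ctrb.1 +0.88 ± 0.34), although the pancreas mean of Src(p53-) was 5.71 overfed and 5.34 with high fat food. Over all genes 0 members passed. With an estimated correlation the adjusted p of the 7 was 0.436 to 0.715. Adjusted over the list alone, 7 cholesterol synthesis genes, 3 stromal markers and 1 ER processing gene were higher, with 0 in the other 4 lists. The pancreas call was lost without the HBx(p53-) overfed (adjusted p = 0.461) or high fat array (0.274), fatty acid synthesis without the WT high fat array (0.0781), and the study's lipogenic list without the WT high fat (0.0781), Src(p53-) overfed (0.145) or Src(p53-) high fat array (0.133). With the pancreas covariate the pancreas list turned (0.806).

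The lists that camera called in none of the 11 comparisons were glycolysis (27 genes, medians -0.25 to +0.23, lowest adjusted p = 0.185), the integrated stress response with amino acid synthesis (23 genes, -0.51 to +0.18, 0.161), Src and growth signalling (19 genes, -0.25 to +0.29, 0.327), and the markers of intestine (13 genes, -0.14 to +0.22, 0.36), red blood cells (12 genes, -0.36 to +0.39, 0.0864), endothelium (15 genes, -0.25 to +0.21, 0.107), adipose tissue (10 genes, -0.15 to +0.21, 0.234) and germ cells (14 genes, -0.25 to +0.24, 0.116). Adjusted over the list alone, the 11 comparisons gave 2 calls of intestine, 1 of red blood cell and 1 of adipose markers, and 0 calls of members of the other 5 lists. The study's 3 cell cycle qPCR genes had medians between -0.43 and +0.96, and its 4 measured genes picked from these arrays (scd, acat2, pik3ca and aldh7a1) between -2.04 and +1.73. These lists were not tested as sets, having fewer than 5 members, and 0 of their members were called over all genes or adjusted over the list alone. The picked genes were chosen on these samples and are not independent evidence of a direction. Vitellogenins, whose levels near the top of the scale can hide a difference, had changes from -0.52 ± 0.35 (vtg5 in WT) to +0.31 ± 0.27 (vtg6 in HBx(p53-)) among the diet changes within a genotype, none of them called.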

Values the study reported

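The study submitted 14 RNA samples taken after 8 weeks of feeding to microarrays. Taking genes that differed more than 2-fold between the normal diet and the obesity diets, it counted 767 differentially expressed genes on microarrays in WT fish, 1032 in HBx(p53-) fish, 1557 in Src(p53-) fish and 1851 in HBx,Src(p53-) fish. Overfed fish were given 12 times the normal amount of Artemia.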

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

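In this part the counts of called lists in other splits of the arrays were planned before their results were seen, while the counts of called genes in such splits, the contrast with overfed arrays alone and the tests of the cholesterol pattern were chosen only after the result was seen.

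The diet change in the Src-carrying lines differed from that in WT and HBx(p53-) in 9 lists, by camera on the difference itself at the preset correlation. With an estimated correlation or with fry 0 of the 9 passed, the lowest adjusted p with an estimated correlation being 0.398. The lines differed in feeding method too, as HBx,Src(p53-) had no high fat array. The median log2 difference was -3.14 for cholesterol synthesis, -1.01 for ER processing, -0.93 for the proteasome and -0.75 for fatty acid and triglyceride synthesis. It was +1.33 for ribosome biogenesis, +0.86 for the fasting response, +0.73 for exocrine pancreas markers, +0.61 for p53 targets and +0.23 for pyrimidine metabolism. With overfed arrays alone on both sides 8 of the 9 were called in the same direction, pyrimidine metabolism being the exception (adjusted p = 0.6), and the cholesterol median was -2.66, with 0 lists called at an estimated correlation. When diets were exchanged within genotypes, 15 of 88 splits, the real one included, called at least the real 9 lists and the highest of the others called 12, so chance could not be excluded for the number of lists. For genes, where limma called 0 (1634 at an unadjusted p under 0.05), 88 of 88 splits gave as many and the highest other gave 1.

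The lower cholesterol synthesis genes of overfed HBx,Src(p53-) fish (median -3.80) were weighed against differences in tissue and between fish. A lower share of hepatocytes is argued against by a median of -0.00758 for the hepatocyte markers, a varying share of pancreas RNA by a list median of -3.98 with the pancreas marker mean as a covariate, and 1 deviant array by a smallest median of -3.14 with any 1 of the 4 arrays left out. Differences between fish unrelated to feeding stay open, because the exact two-sided permutation p of the list mean was 0.333 over these 4 arrays (difference -3.31), which is the smallest p that 6 relabellings can give. Over 4 genotypes it was 0.0556, with 4 of 72 relabellings reaching the difference of -1.43, so such differences were not excluded there either. A response of sterol synthesis to overfeeding in this line is a hypothesis that these arrays leave open.

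Probe sets without a gene name, which entered no comparison of the report, also gave calls by limma among 43839 tested. There were 2 in HBx(p53-) for the obesity diet (1 higher, 1 lower), 4 in HBx(p53-) against WT (3 higher, 1 lower), 1 in Src(p53-) against WT (lower), 2 in HBx,Src(p53-) against WT (1 higher, 1 lower) and 3 for high fat against normal diet (2 higher, 1 lower). The other 6 comparisons gave 0, with 2205 to 2573 probe sets at an unadjusted p under 0.05.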

How the results depend on the processing

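The germ cell and exocrine pancreas covariates and the contrast with overfed arrays alone were chosen only after results had been seen, and the other alternatives of this part were planned. Of the 70 list calls made by camera at the preset correlation, 0 held with an estimated correlation and 0 with fry, so each rests on treating list members as nearly independent. The calls that kept their direction and their side of the threshold numbered 67 with 11 cell means, 61 with the vitellogenin covariate, 69 with the replicate block, 61 with the germ cell covariate and 48 with the pancreas covariate. HBx(p53-) and Src(p53-) had 1 normal diet array each, shared by their diet change and comparison with WT, which are thus not independent. Without it these and the difference between Src-carrying and other lines have no value, so how far they rest on it stays unknown. Over these 5 settings and the left-out arrays that gave a value, cholesterol synthesis kept its call in both Src-carrying diet changes, their difference from the other lines, HBx,Src(p53-) against WT, overfed against normal and high fat against overfed, and ER processing kept all 6 of its calls. Of the values of named genes under the alternatives, 8090 stayed on the same side of the threshold in the same direction, 55 lost a call, 22 gained one, 157 changed sign without being called, and 0 called values turned. The 6 correlations between diet changes kept their sign with quantile normalization again and with genes above the median level only. Where the array signal is near background RMA compresses differences, and the lower quartile of the probe sets lay at 1.49 to 1.58 on the log2 scale. Dim genes could therefore differ more than their fold shows, and 4% of simulated log2 changes of 1 were called in the HBx,Src(p53-) diet change.

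With a fold of at least 2 alone, without a test, the diet changes gave 872 genes in WT, 1189 in HBx(p53-), 1768 in Src(p53-) and 2093 in HBx,Src(p53-), and the difference between Src-carrying and other lines gave 2123. The genotype comparisons under normal diet gave 1967 for HBx(p53-), 1974 for Src(p53-) and 1751 for HBx,Src(p53-), and the feeding methods 295 (overfed against normal), 285 (high fat against normal) and 682 (high fat against overfed). With an unadjusted p under 0.05 and a fold of at least 2 the counts were, in the same order, 364, 492, 715, 1356 and 1135, then 903, 834 and 1032, and then 182, 161 and 404.

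Limma's adjusted counts were small, and those that moved by over 1.5 times follow. For overfed against normal diet the count was 0 under each setting with an adjusted p, and so was that of the difference between Src-carrying and other lines with all arrays in the fit, overfed arrays alone included (1163 genes at an unadjusted p under 0.05 there). In WT the diet count of 0 became 1 with genes above the median level only and 1 with trend and robust empirical Bayes. In Src(p53-) the diet count of 0 became 1 with quantile normalization again, 2 with trend and robust empirical Bayes and 1 with the mean of probe sets. In HBx,Src(p53-) the diet count of 3 became 1 with quantile normalization again and 0 with each of genes above the median level, 11 cell means, trend and robust empirical Bayes, the vitellogenin mean, the germ cell marker mean and the exocrine pancreas marker mean as a covariate, and the mean of probe sets. In Src(p53-) against WT the count of 2 became 1 with genes above the median level, 11 cell means, the vitellogenin covariate or the germ cell covariate and 0 with the pancreas covariate. In HBx,Src(p53-) against WT the count of 2 became 4 with quantile normalization again, 1 with genes above the median level, trend and robust empirical Bayes, the vitellogenin covariate or the mean of probe sets, and 0 with 11 cell means, the germ cell covariate or the pancreas covariate. High fat against normal diet gave 1 in place of 0 with the mean of probe sets and 1 with the pancreas covariate, and high fat against overfed gave 1 in place of 0 with the mean of probe sets.

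No label ties sample numbers to animals or days. Deviations of same-numbered samples correlated at -0.0319 (WT normal with HBx,Src(p53-) normal), -0.232 (WT normal with HBx,Src(p53-) overfed) and 0.128 (HBx,Src(p53-) normal with overfed). These values are too few to decide on pairing. With the replicate block the gene count became 1 from 0 for the HBx(p53-) diet change, 6 from 3 for the HBx,Src(p53-) diet change, 1 from 0 for HBx(p53-) against WT, 1 from 2 for Src(p53-) against WT and 1 from 2 for HBx,Src(p53-) against WT. Among lists the block ended the acute phase call in HBx(p53-) against WT (adjusted p = 0.0755), and it ended no other list call.

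The number of called lists was 0 with an estimated correlation and 0 with fry in each of the 11 comparisons. It was 2 in place of 1 for the HBx(p53-) diet change with 11 cell means and 5 in place of 8 for the Src(p53-) diet change with the exocrine pancreas marker mean as a covariate. For HBx(p53-) against WT the 9 lists became 4 with the vitellogenin mean as a covariate, 4 with the germ cell marker mean and 3, of which 2 were among the 9, with the pancreas marker mean. For high fat against normal diet the 3 lists became 5 with the germ cell covariate and 9 with the pancreas covariate. The pancreas covariate also turned the direction of the ribosome biogenesis list (adjusted p = 0.541) and the pancreas list (0.617) in HBx,Src(p53-) against WT and of the pancreas list for high fat against overfed (0.806). A covariate made of the pancreas markers removes their own change by construction.

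Leaving out 1 array at a time, apart from the lone normal diet arrays a comparison needs, gave gene counts of 0 to 14 for the WT diet change, 0 to 1 for HBx(p53-), 0 to 24 for HBx,Src(p53-), 0 to 2 for the difference between Src-carrying and other lines, 0 to 3 for HBx(p53-) against WT, 0 to 5 for Src(p53-) against WT, 0 to 41 for HBx,Src(p53-) against WT, 0 to 1 for high fat against normal diet and 0 to 1 for high fat against overfed. The highest counts came without WT overfed (14), without HBx,Src(p53-) normal 1 (24) and without HBx,Src(p53-) normal 2 (41). The number of called lists ran from 3 to 11 for the WT diet change (11 without the overfed array), 1 to 6 for HBx(p53-) (6 without the overfed array), 5 to 10 for Src(p53-) (5 without the overfed array), 4 to 9 for HBx(p53-) against WT (4 without WT normal 2), 2 to 6 for Src(p53-) against WT (2 without WT normal 1) and 2 to 5 for high fat against normal diet (5 without WT normal 1). Camera's adjusted p ran, in the WT diet change, from 2.48e-11 to 0.797 for cholesterol synthesis, 2.97e-15 to 0.856 for ribosome biogenesis and 1.98e-08 to 0.958 for the proteasome. It ran from 8.31e-10 to 0.872 for the proteasome in the HBx,Src(p53-) diet change and from 6.27e-09 to 0.771 for the fasting response in Src(p53-) against WT. In HBx,Src(p53-) against WT it ran from 7.89e-10 to 0.71 for the fasting response, 1.15e-22 to 0.954 for ribosome biogenesis and 4.26e-11 to 0.993 for the proteasome. In each of these 8 lists at least 1 left-out array turned the direction.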

Other observations

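The contrasts of genotypes over all diets, the correlations across arrays, the neighbour count, the counts of called genes in splits of the diets, the genes named from these contrasts and the tests of the patterns below were chosen only after results had been seen; the counts of called lists in splits of the diets and of called genes in splits of the genotypes were set up before their own results.

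Genes differing between lines over all diets were sought in the additive model of genotype and diet. Against the 4 WT arrays, the 10 arrays of the p53 mutant lines had 29 called genes by limma, 24 higher and 5 lower (1573 at an unadjusted p under 0.05). The clone-named si:dkeyp-73d8.6 (+4.73 ± 0.54, adjusted p = 0.00533), SPOP (+2.90 ± 0.26, adjusted p = 0.00145), xkr9, of a family that holds lipid scramblases (+2.93 ± 0.29, adjusted p = 0.00216) and the semaphorin receptor plxna3 (+2.48 ± 0.24, adjusted p = 0.00176) were higher. The respiratory chain gene ndufa4a (+1.63 ± 0.19), the phosphomevalonate kinase pmvk (+1.26 ± 0.19) and the pancreatic protease ctrb.1 (+1.73 ± 0.27) were also higher and odf3l2a lower (-2.12 ± 0.32). Of the 29, 4 pairs lay within 1 Mb of each other in the RefSeq annotation of GRCz12tu (si:dkeyp-73d8.6 and si:dkeyp-73d8.9, ndufa4a and SPOP, cd81a and si:ch211-194p6.12, cbln8 and cbln6), a number reached by 78 of 10000 random sets of genes, whose median was 1. The count of 29 ran from 15 (without WT normal 2) to 31 (without Src(p53-) high fat) with 1 array left out.

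Between the 7 HBx-carrying arrays and the other 7, limma called 5 genes (1408 at an unadjusted p under 0.05). The clone-named zgc:171470 was lower in HBx-carrying lines (-6.09 ± 0.28, adjusted p = 3.37e-06), the heat shock gene hsc70 higher (+3.14 ± 0.28, adjusted p = 0.00161), the fatty acid transporter slc27a1b lower (-1.63 ± 0.18, adjusted p = 0.00904) and the elastase cela1.5 higher (+2.71 ± 0.32, adjusted p = 0.0145). The fifth was si:dkeyp-73d8.9 (+1.02 ± 0.14). The 6 genes called in Src-carrying lines were all higher (2059 at an unadjusted p under 0.05), led by the plasmolipin gene pllp (+1.96 ± 0.20, adjusted p = 0.0166), with cyb5r1 (+1.12 ± 0.12), the matrix gene edil3a (+3.00 ± 0.35), SPOP (+1.97 ± 0.24), akr1a1a (+1.37 ± 0.18) and si:dkeyp-73d8.9 (+1.11 ± 0.14). No overlap between the groups was seen for 18 of the 29, 4 of the 5 and 1 of the 6 genes (pllp). Also among the 29 were edil3a, SPOP, akr1a1a, hsc70, si:dkeyp-73d8.9, zgc:171470 and slc27a1b. The HBx count of 5 ran from 3 to 42 (without HBx,Src(p53-) normal 2) with 1 array left out. The Src count of 6 was 53 without HBx,Src(p53-) normal 2, 15 without WT high fat, 2 without Src(p53-) overfed, 1 without WT normal 2 or Src(p53-) normal, and 0 without HBx(p53-) normal or high fat, Src(p53-) high fat, HBx,Src(p53-) normal 1 or HBx,Src(p53-) overfed 1.

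When genotypes were exchanged within diets, only the real split reached the counts of 29, 5 and 6 genes. The highest other count was 8 over 80 splits for the p53 mutant lines. It was 2 over 90 for the HBx-carrying and 1 over 91 for the Src-carrying lines. The contrasts were chosen after results had been seen, and an earlier form, in separate models, had called fewer genes in each. These splits therefore do not exclude chance. The design holds no p53 mutant fish without a transgene and no transgenic fish with normal p53, and each line is its own stock, so p53, the transgenes and the background of a line were not separated.

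For the diets over all genotypes, chance could not be excluded as the source of the number of called lists. Exchanging diets within genotypes, 23 of 100 splits called at least the real 8 lists for overfed against normal diet (highest other 13), 84 of 100 splits at least the real 3 for high fat against normal (highest other 12) and 29 of 100 splits at least the real 7 for high fat against overfed (highest other 13). For genes, where limma called 0 in each, 100 of 100 splits gave as many in all 3 comparisons, and the highest others gave 1, 2 and 1, with 1309, 818 and 1407 genes at an unadjusted p under 0.05 in the real ones.

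Cell cycle genes were higher in HBx,Src(p53-) than in WT under normal diet, with a median of +0.46 and a standard error of 0.14. Among the germ cell markers the egg coat gene zp3a.2 was 7.00 in HBx,Src(p53-) normal 1 and 2.84 in sample 2, against 1.94 and 4.01 in WT, and dazl was 4.01 and 1.59 against 2.68 and 2.00. The median of the cell cycle list was 0.0284 without sample 1 and 0.711 without sample 2, so ovary RNA in sample 1 is a candidate explanation. Leaving out 1 of 2 arrays cannot tell it from more dividing liver cells in that fish. Sample 2 had a germ cell mean of 2.13, within the 1.90 to 2.43 of the other lines. Its cell cycle mean of 2.71 was above the highest of the other lines, 2.65, on this 1 array. Ovary RNA in a varying share over all arrays stays open at a median of 0.228 with the germ cell covariate, while over the 10 arrays of the other lines, where 4 relations across arrays were tested in all, the germ cell and cell cycle means correlated at r = 0.825 (permutation p = 0.00741, adjusted p = 0.0148; 0.709 without the 2 farthest arrays) and rho = 0.794 (permutation p = 0.00887, adjusted p = 0.0177). More dividing liver cells in this line, the biological alternative, were not tested and stay open as well.

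The 2 WT normal diet arrays, the reference for WT and for the 3 comparisons of genotypes, differed in the fasting response list, with means of 8.45 in sample 1 and 6.49 in sample 2. The difference of 1.96 lay at percentile 100 of 10000 random lists of like level. Other cell types in 1 of the samples stay open, since pancreas markers were 0.755 higher in sample 1 (percentile 100), and hepatocyte marker means, which differed by -0.0923, lie so high that they would hide a small share of other cells. Fatty acid synthesis (-0.866, percentile 0), cholesterol synthesis (-0.872, percentile 0.01), proteasome (-1.08, percentile 0) and ribosome biogenesis genes (-0.461, percentile 0.47) were lower in sample 1. All lists with a percentile lay near an end, so the percentiles single out no explanation and test no condition. Feeding state when sampled and individual differences between fish stay open.

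Over the 14 arrays the mean of the fasting response list went with that of the proteasome (r = -0.792, permutation p = 0.00089, adjusted p = 0.00356; rho = -0.754, permutation p = 0.00295, adjusted p = 0.0118), and r was -0.733 without the 2 farthest arrays. It did not pass with cholesterol synthesis (r = -0.504, permutation p = 0.0643, adjusted p = 0.0857; rho = -0.552, permutation p = 0.0434, adjusted p = 0.0579; r = -0.466 without the 2 farthest) or with fatty acid synthesis (r = -0.385, permutation p = 0.174, adjusted p = 0.174; rho = -0.433, permutation p = 0.125, adjusted p = 0.125; r = -0.399 without the 2 farthest). The labels give no batch within which these relations could be repeated.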
